A study of Mus musculus with 51 samples.

How the data were processed

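The series compared a mouse myeloid progenitor line with the neutrophils that the same line formed in culture. ECOMG cells stay undifferentiated while β-estradiol is in their medium, and they mature into granulocytes once it is withdrawn. Per the labels, the neutrophils were taken 5 days after withdrawal. The labels describe 51 samples in 31 groups and 15 kinds of library. The results below rest on the 10 groups that lie behind the files used: Hi-C, global run-on sequencing (GRO-seq), RNA-seq, RAD21 ChIP-seq and H3K27me3 ChIP-seq, each in progenitors and in neutrophils. Samples of the other kinds, and Hi-C of bone marrow neutrophils, were not analysed here. Every sample was placed in its group by its title.

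Each file held 1 value or 1 list per cell state. RNA-seq and each ChIP-seq target had 1 library per cell state per the labels, the GRO-seq samples are titled as replicates 1 and 2 together, and Hi-C had 7 labelled replicates per state and 1 domain list. Per the labels 8 entries describe the neutrophils because replicate 7 is listed as PCR replicates 1 and 2. Which Hi-C samples entered a list is not stated. No difference reported here has a check between replicates, and no p-value takes genes as replicates. The p-values given below come from shifts of positions along the chromosomes within these libraries, or for the RAD21 scores from permuted scores. Per the labels' protocols, RNA-seq was made from mRNA purified out of total RNA.

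RNA-seq values were FPKM (fragments per kilobase of transcript, scaled by the number of mapped fragments) computed by the authors, per the file headers, for 24128 gene names. The depth behind them is unknown. Gene positions in this table carry no strand, and loci shared by several genes are written as 1 joint locus, which concerned 1864 of the 10876 genes used. The names of 27 genes read as dates, and these were kept in counts but never named. The authors' RNA-seq lists repeat the FPKM values rounded. Each list entry also has a fold, the ratio of the neutrophil to the progenitor FPKM, which per the file headers was taken after the authors raised values under 0.5 to 0.5. Tested on the table, the rule of a 2-fold ratio with an FPKM of at least 1 in the higher state gave 3311 higher and 3466 lower genes. The authors' deposited tables listed 3192 and 3378. Of the 123 higher genes that were left out 114 carry microRNA names. Of the 92 lower genes that were left out 38 do and 50 are other genes that do not read as dates, so the authors' full rule is not known.

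GRO-seq values were RPKM (reads per kilobase of gene body, scaled by the number of reads in the library) from the authors, per the file headers, for the genes on their lists of 2-fold change alone. Their GRO-seq fold, per the file headers, was also taken after the authors raised values under 0.5 to 0.5, which understates the change of 356 activated and 668 repressed genes. Multiplied by gene length these values came in whole steps. The size of a step gave denominators of 4001890 reads in neutrophils and 7869760 in progenitors. Among values whose rounding error was under 0.1 of a read, 99.9% were whole in neutrophils and 99.95% in progenitors. Reads were recovered in this way for 2767 genes in neutrophils and 2158 in progenitors. For genes with recovered reads in both states the ratio was given an exact (Clopper-Pearson) 95% interval conditional on the sum of both counts. Where a count was 0, the limit of this interval is given in place of a ratio. These intervals cover counting error only.

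Hi-C entered as the authors' domains of positive or negative first principal component (PC1) of the contact matrix, from uniquely mapped and filtered reads per the file headers. Every domain ended on a multiple of 25 kb. ChIP-seq entered as the authors' lists of RAD21 peaks, of progenitor-specific RAD21 peaks and of H3K27me3-marked regions. The deposited score column held 1 in every row of the full RAD21 and H3K27me3 lists, so it gives no peak height. Neither caller nor threshold is stated, and the depth is unknown. The genome build is not stated either. Domains reached base 197175000 on chromosome 1, and of the 3205 GRO-seq genes found by symbol in a GRCm38 gene table only 216 started within 10 kb of their place there. All positions are therefore given as the files have them (counted from 1), and no coordinate of another build was used.

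The RNA-seq change of a gene was log2((neutrophil FPKM + 1) / (progenitor FPKM + 1)), which understates the change of low genes. Genes with an FPKM of at least 1 in at least 1 cell state were kept. A list of genes was described by the percentile of its median among 10000 random lists matched on mean expression in 10 bins. The overlap of the GRO-seq and RNA-seq lists was set against 10000 matched lists as well. Results along the genome were tested with two-sided permutation tests of 10000 circular shifts within each of 19 autosomes and chromosome X, which keep neighbours together. The smallest p-value these can give is 0.0002. They test position within these libraries and not differences between replicates. Genes were placed by the midpoint of their locus, except that a gene was given for a named H3K27me3 region if any base overlapped. The log2 ratio of activated to repressed genes had 0.5 added to each count. Peaks and regions were called shared at an overlap of at least 1 bp. H3K27me3 coverage was computed in 10 kb bins, and genes were called near a RAD21 peak within 10 kb.

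Genes were named by a rule: the 5 largest rises and 5 largest falls in RNA-seq among genes on the RNA-seq and GRO-seq lists in the same direction, and the members of 5 fixed lists (neutrophil granule and maturation, progenitor and primary granule, cell cycle, cohesin and CTCF, nuclear envelope). Regions were the 3 longest switched segments per direction and the 3 longest H3K27me3 regions per cell state with no overlap in the other. The designs, this naming rule and the alternatives were fixed before the data were examined, apart from those alternatives that are marked as chosen afterwards. Other names are marked where they occur.

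The main steps were tested on simulated data. With no difference between switch directions set into 10875 genes, 4 of 50 simulations passed 0.05, and with a difference of 1.0 (log2) 48 of 50 did. Lists of 200 genes passed in 2 of 20 simulations without a change and in 20 of 20 with a change of 1.0. The fixed lists had only 7 to 15 measured genes, a size that was not simulated. For the RAD21 shares, 0 of 20 simulations passed without a difference and 20 of 20 with 5.0 percentage points. Each simulated peak was lost independently of its neighbours, so dependence between neighbouring peaks was not covered. For H3K27me3 coverage, 1 of 20 passed with random placement and 20 of 20 with regions in positive sequence alone. Of 3366 simulated GRO-seq genes 2601 had a rounding error small enough for their reads to be recovered, and for all of these the reads were correct. The order-matched RAD21 difference, the gene counts by list, the overlap of the GRO-seq and RNA-seq lists and the genes near RAD21 peaks were not simulated. Neither were the genes in H3K27me3 regions of 1 state and the H3K27me3 coverage of switched sequence. Alternatives covered the pseudocount, the filter on low values, the scaling of the libraries, the minimum length of segments, domains and regions, the overlap rule, the gene window and the autosomes alone. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and interval overlaps were checked against bedtools 2.31.1.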

Results

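Nuclear organisation and transcription were measured in ECOMG cells, a mouse myeloid progenitor line held undifferentiated by β-estradiol, and in the neutrophils formed 5 days after its withdrawal. The series addresses how the genome folds in the multi-lobed nucleus of neutrophils. RNA-seq gave mature mRNA, GRO-seq gave nascent RNA over gene bodies, Hi-C gave chromosome contacts, and ChIP-seq gave the positions of the cohesin subunit RAD21 and of H3K27me3, a histone mark of repressed chromatin. Hi-C comprised 7 labelled replicates of each cell state, with 1 domain list per state. Replicate 7 of the neutrophils is a pair of PCR replicates of 1 sample, which makes 8 entries. The other assays had 1 sample per cell state. No value below has replicates. The GRO-seq libraries held about 4001890 reads in neutrophils and 7869760 in progenitors, and the depth of the other libraries is unknown.

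The first comparison asked how far gene expression differed between the cell states. Of 10876 genes past the filter, 2902 were at least 2-fold higher in neutrophils and 3008 at least 2-fold lower. At least 4-fold, 1202 were higher and 1278 lower. The median log2 ratio of all these genes was 0.013. Scaling the libraries by their upper quartiles moved this split most, to 2354 higher and 3426 lower, and shifted the median log2 ratio of all genes to -0.21. Small RNA genes held 66.7% of all FPKM in neutrophils and 75.7% in progenitors, although they made up 257 of the genes past the filter. FPKM divides by transcript length, which raises the values of very short genes. These are therefore not shares of fragments or of RNA. In the authors' deposited tables, 3192 genes were activated with a median fold of 3.64 and 3378 were repressed with a median fold of 0.244.

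The genes with the largest falls on the RNA-seq and GRO-seq lists were Plac8, Prtn3, Rnu12, Ms4a3 and Elane. Plac8 (chromosome 5, 100982752 to 101001224) fell from 3309 FPKM in progenitors to 4.82 in neutrophils, a log2 ratio of -9.15. Its GRO-seq reads fell from 2626 to 54, a ratio of 0.0404 after division by depth (95% interval 0.0303 to 0.0529). Prtn3 (chromosome 10, 79342412 to 79345917) fell from 431 to 1.15 FPKM with 535 and 8 GRO-seq reads. Ms4a3 (chromosome 19, 11703989 to 11715341) fell from 459 to 1.96 FPKM with 2609 and 88 reads. Elane (chromosome 10, 79349057 to 79350961) fell from 149 to 0.123 FPKM. It had 86 GRO-seq reads in progenitors and 0 in neutrophils, and the upper limit of the exact 95% interval of the ratio was 0.0862. Rnu12 (chromosome 15, 82980075 to 82980224), a small nuclear RNA gene, had 181 FPKM in progenitors and was listed at 0 in neutrophils. Its nascent RNA rested on 7 reads against 1, and the interval of the ratio, 0.00623 to 2.19, included 1.

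The largest rises were those of Asprv1, Mmp9, Lilra6, Mmp8 and Tarm1. Asprv1 (chromosome 6, 86578168 to 86579698) rose from 0.0735 to 302 FPKM, a log2 ratio of 8.14. Its nascent RNA had 23 reads in neutrophils and 0 in progenitors, and the lower limit of the exact 95% interval of the ratio was 11.3. Mmp9 (chromosome 2, 164773719 to 164781349) rose from 0.230 to 249 FPKM with 114 reads against 2, a ratio of 112 (95% interval 30.3 to 937). Mmp8 (chromosome 9, 7558429 to 7568486) rose from 10.7 to 1588 FPKM with 584 reads against 12, a ratio of 95.7 (54.4 to 186). Tarm1 (chromosome 7, 3489957 to 3503433) rose from 3.75 to 598 FPKM, and had 439 GRO-seq reads against 24 (95% interval of the ratio 23.9 to 56.8). Lilra6 (chromosome 7, 3859882 to 3867103 in the GRO-seq list) rose from 0.845 to 323 FPKM, with 154 reads against 1, a ratio of 303 (95% interval 53.6 to 12038). Its RNA-seq value belongs to a wider joint locus that starts at 3683235.

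The fixed lists described differentiation, the cell cycle and the nuclear structure. Neutrophil granule and maturation genes had a median log2 ratio of 4.58, above all 10000 random lists, and 13 of the 15 measured genes rose at least 2-fold. Among them Ltf rose from 0.615 to 163 FPKM, Itgam from 39.3 to 961 and S100a8 from 3240 to 11473. Cebpe fell from 229 to 80.8 FPKM and Retnlg from 1658 to 1161, although Retnlg was on the GRO-seq activated list with a deposited fold of 2.02. Of 10 progenitor and primary granule genes 7 passed the filter, with a median of -5.98, below all random lists. Of these 5 fell at least 2-fold, among them Myb from 110 to 0.765 FPKM, Ctsg from 142 to 0.330 and Mpo from 8.28 to 0.113. Kit changed from 34.9 to 46.9 FPKM, and Cd34 from 3.96 to 3.43. Including the 3 genes under the filter moved this median most, to -1.61, still at percentile 0.03 of random lists. All 12 cell cycle genes fell at least 2-fold, with a median of -3.16 and a range from -4.27 for Ccnb1 to -1.16 for Mki67. The median of this list also lay below every random list.

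Genes of cohesin, its regulators and CTCF lay inside the spread of random lists. Their median was 0.23, at percentile 47.7, and under upper quartile scaling it was -0.029. Rad21 itself had 39.4 FPKM in both states. Nipbl rose from 10.3 to 28.6 FPKM and Wapal from 17.7 to 37.1, while Pds5b fell from 7.35 to 2.26. Ctcf had 18.6 FPKM in progenitors and 29.8 in neutrophils. Genes of the nuclear envelope had a median of 0.59, at percentile 76.5. Lmna rose from 1.77 to 18.8 FPKM, Lmnb2 fell from 10.5 to 1.69, and Lbr differed little, with 61.6 and 62.7.

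**Figure D1:**
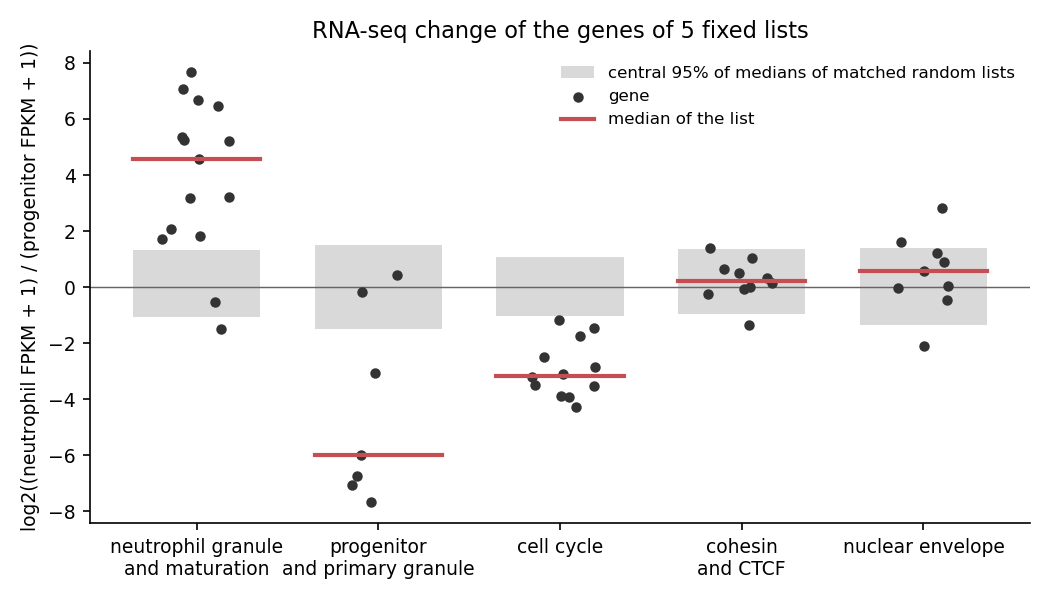
The plot shows for each of the 5 fixed lists the RNA-seq log2 ratio of neutrophils to progenitors (vertical axis), with points for genes past the filter, a line for the median of the list and a grey band for the central 95% of medians of 10000 matched random lists. The medians of 4.58, -5.98 and -3.16 lie outside the band, and those of cohesin and CTCF genes and of nuclear envelope genes lie inside it.

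The next comparison asked whether genes changed in nascent RNA were changed in mature RNA as well. The authors' deposited tables held 1033 GRO-seq activated genes with a median fold of 3.08 and 2333 repressed genes with a median fold of 0.358. These folds have values under 0.5 RPKM raised to 0.5. Without this step the median log2 ratio was 1.91 in place of 1.62 for activated genes and -1.63 in place of -1.48 for repressed genes. Among genes with recovered reads, the interval of the ratio included 1 for 16 of 645 activated and 35 of 1513 repressed genes. It lay wholly past 2-fold for 70.2% of activated and 53.1% of repressed genes. For the rest a change smaller than 2-fold was not excluded at this depth. The rounding error of a value in reads grows with gene length, so long genes had no recovered reads. These counts and shares therefore describe shorter genes alone. Of the activated genes found in the expression table, 891 (86.3%) were also on the RNA-seq activated list, where matched random lists gave a mean of 298 and at most 353. Of the repressed genes, 1812 (77.7%) were on the RNA-seq repressed list, against a mean of 726 and at most 800. These are shares of the GRO-seq lists. The RNA-seq lists were longer, with 3192 activated and 3378 repressed genes, so smaller shares of them were on the GRO-seq lists. Most genes of the RNA-seq activated list were not on the GRO-seq activated list. Only 9 genes were activated in GRO-seq and repressed in RNA-seq, and 23 went the other way, against means of 275 and 650. Restricting both lists to changes of at least 4-fold lowered the counts most, to 299 and 380.

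**Figure D2:**
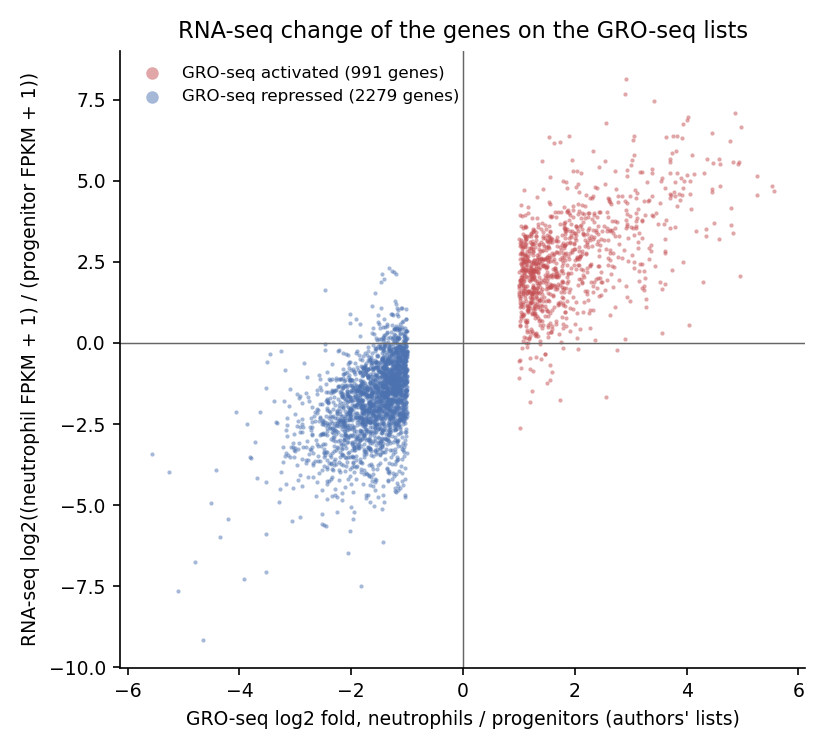
The plot shows for each gene past the filter the deposited GRO-seq log2 fold, taken with values under 0.5 RPKM raised to 0.5 (horizontal axis) against the RNA-seq log2 ratio (vertical axis), with 991 activated genes in red and 2279 repressed genes in blue. The empty central strip arises because the lists hold only genes changed at least 2-fold, and 27 activated and 112 repressed genes lie on the opposite side of 0 in RNA-seq.

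Among genes with opposite changes, named after their values were seen, Egln3 (chromosome 12, 55279968 to 55304861) had 732 GRO-seq reads in progenitors and 67 in neutrophils, with a deposited fold of 0.180 and an interval of 0.138 to 0.231. Its RNA-seq value rose from 10.8 to 35.9 FPKM. Abhd2 (chromosome 7, 86418152 to 86506487) had a GRO-seq fold of 0.397 in the authors' deposited table, while its RNA-seq value rose from 7.66 to 42.2 FPKM. In the other direction, Tnfsf13 (chromosome 11, 69496079 to 69499056 in the GRO-seq list) had 28 GRO-seq reads in neutrophils and 27 in progenitors, a deposited fold of 2.04 with a lower 95% limit of 1.16, while its RNA-seq value, which belongs to a wider joint locus, fell from 11.5 to 1.02 FPKM. Hist1h2bm (chromosome 13, 21813913 to 21814395) had 6 GRO-seq reads in neutrophils and 2 in progenitors, a ratio of 5.90 (1.05 to 59.8), and fell from 3.14 to 0.315 FPKM.

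PC1 of the Hi-C matrix divides the genome into domains of positive and negative sign. Sequence positive in both states held 17.7 genes per Mb and sequence negative in both held 4.06. Progenitors had 2888 domains with a median length of 325 kb, and neutrophils had 3881 with a median of 275 kb. Among the alternatives fixed beforehand, counting only domains of at least 100 kb changed this most, to 2264 and 3097. Domains of 1 Mb or more numbered 757 in progenitors and 753 in neutrophils, and those of 100 to 500 kb numbered 1074 and 1741. Positive domains covered 1062 Mb in progenitors and 1029 Mb in neutrophils. Negative domains covered 1500 Mb and 1515 Mb, and their median length was 525 kb in progenitors and 350 kb in neutrophils. The median length of positive domains was 200 kb in progenitors and 225 kb in neutrophils.

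Of 2540 Mb assigned a sign in both states, 117 Mb (4.59%) changed from positive in progenitors to negative in neutrophils and 86 Mb (3.39%) changed from negative to positive. The former fell into 1111 segments with a median of 75 kb and the latter into 1556 segments with a median of 25 kb. With only segments of at least 200 kb these lengths were 53.7 Mb and 16.3 Mb. Across autosomes the share that switched to negative ranged from 1.64% on chromosome 5 to 8.77% on chromosome 6, and the share that switched to positive from 1.84% on chromosome 17 to 4.41% on chromosome 8. The longest segments that switched to positive lay on chromosome 8 (19950001 to 22175000), chromosome 1 (144700001 to 145450000) and chromosome X (14325001 to 14900000). Those that switched to negative lay on chromosome 14 (24375001 to 25250000), chromosome 6 (116750001 to 117600000) and chromosome 15 (17550001 to 18300000). Together the 6 segments held 1 gene past the filter, in the segment on chromosome 8, and no gene changed at least 2-fold.

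Expression was compared with these switches. The 264 genes in sequence that switched to positive had a median log2 ratio of -0.026 and the 82 genes in sequence that switched to negative had a median of -0.87. The difference of 0.85 lay outside the central 95% of shifts, -0.51 to 0.59 (two-sided permutation test, p = 0.0042). Genes in sequence positive in both states had a median of 0.029, and the 276 genes in sequence negative in both had a median of -0.32. With segments of at least 100 kb the difference was 1.65 (permutation p = 0.0002, the smallest the shifts can give). Without the filter on low values both medians were 0 and no difference was seen. Among the authors' GRO-seq lists, 29 activated and 51 repressed genes lay in sequence that switched to positive, and 3 and 25 in sequence that switched to negative. With 0.5 added to each count, the log2 ratio of activated to repressed genes differed by 2.06 between the directions (permutation test, two-sided p = 0.0090). Placing genes by their start site instead gave 1.79 (permutation p = 0.0580), which no longer passed 0.05. For the RNA-seq lists the difference, computed in the same way, was 0.89 (permutation p = 0.0554), with 76 activated and 89 repressed genes against 21 and 46, and did not pass 0.05.

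**Figure D3:**
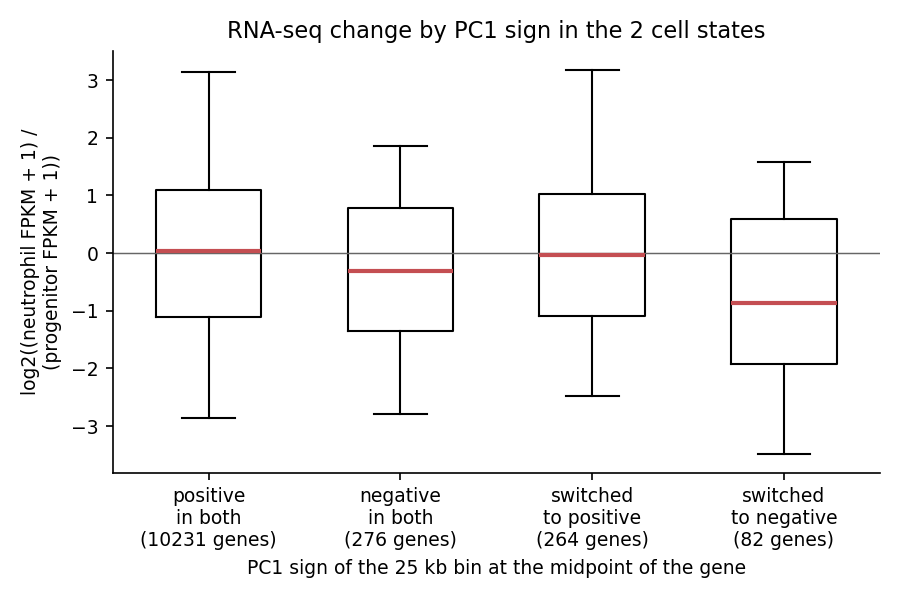
The box plot shows the RNA-seq log2 ratio of neutrophils to progenitors (vertical axis) for genes past the filter by the PC1 sign of their position in the cell states (horizontal axis), with boxes from the lower to the upper quartile, a red median and whiskers at the 5 and 95 percentiles. The median of genes that switched to negative, -0.87, is the lowest of the 4 classes.

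H3K27me3 marks were compared next. Progenitors had 5183 marked regions covering 503 Mb and neutrophils 4969 covering 461 Mb. Shared sequence made up 381 Mb, which is 75.8% of the marked sequence in progenitors and 82.6% in neutrophils. No overlap in the other state was found for 1342 progenitor regions (25.9%) and 906 neutrophil regions (18.2%). With at least 50% of each region required to overlap these counts rose to 2330 and 2116. On the autosomes alone the order of covered length was opposite, with 401 Mb in progenitors and 408 Mb in neutrophils. Regions covered 61.0% of chromosome X in progenitors and 31.7% in neutrophils, while on autosomes the shares ranged from 10.4% to 23.1% and from 10.7% to 23.2%.

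**Figure D4:**
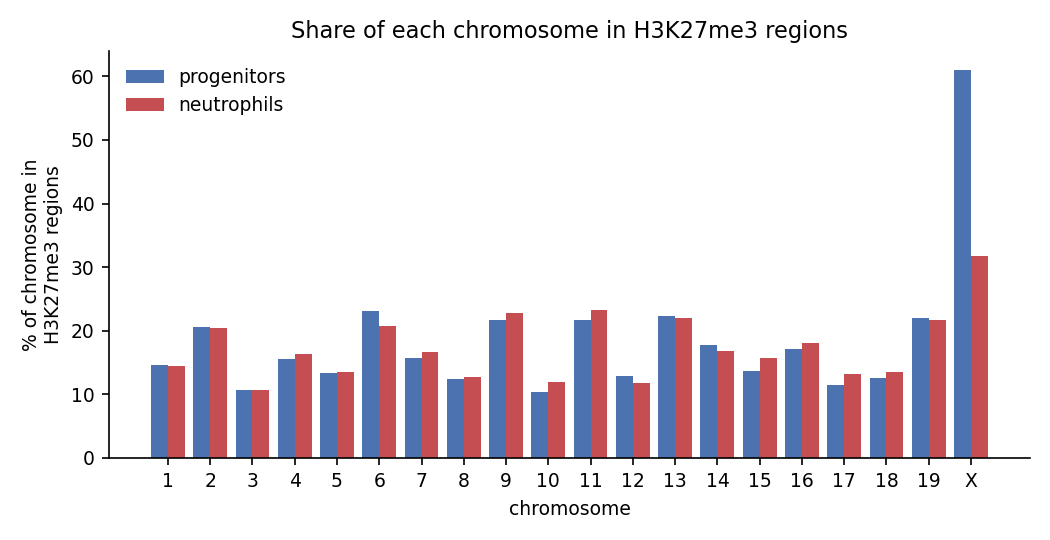
The bars show for each chromosome (horizontal axis) the percent of its length in H3K27me3 regions (vertical axis, from 0) in progenitors (blue) and neutrophils (red). Chromosome X stands above every autosome in both states, at 61.0% and 31.7%.

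The longest regions found in progenitors alone lay on chromosome X (80048226 to 80917848, 870 kb), chromosome 4 (99673350 to 100041778, 368 kb) and chromosome 8 (24862781 to 25199078, 336 kb). None overlapped a gene past the filter. Those found in neutrophils alone lay on chromosome 9 (59961698 to 60492105, 530 kb, and 120048038 to 120456104, 408 kb) and on chromosome 17 (32733864 to 33062749, 329 kb). The second region on chromosome 9 overlapped 1 gene past the filter, which did not change 2-fold. The region on chromosome 17 overlapped 3 genes past the filter, and 2 of them changed at least 2-fold. Of these Zfp871 (32902442 to 32925232) rose from 5.24 to 14.6 FPKM. Cyp4f13 (33061633 to 33084306), which rose from 4.79 to 16.2 FPKM, lies mostly past the end of the region.

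H3K27me3 was more frequent in positive than in negative PC1 sequence. In progenitors regions covered 30.8% of positive and 11.8% of negative sequence, a difference of 19.0 percentage points (two-sided permutation test, p = 0.0002, the smallest the shifts can give). In neutrophils the shares were 29.3% and 10.6%, a difference of 18.6 (permutation p = 0.0002). With the autosomes alone the neutrophil difference was 17.1, the largest move among the alternatives.

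RAD21 peaks numbered 49391 in progenitors and 35304 in neutrophils, with median widths of 185 and 183 bp. Of these 27988 overlapped in each direction, so 21403 progenitor peaks (43.3%) had no neutrophil peak and 7316 neutrophil peaks (20.7%) had no progenitor peak. Taking the first 50% of each list in its deposited order, an alternative chosen after the data were seen, moved the counts most, to 8515 (34.5%) and 1471 (8.33%). With the same number of peaks from the start of both lists, also chosen afterwards, 9830 (27.8%) had no overlap in each. This moved the progenitor share most, and the excess of progenitor peaks was gone. Lists of equal length with equally many overlapping peaks have equally many without, so this setting cannot show an excess. The authors' list of progenitor-specific peaks held 4142 peaks, all of them in the progenitor list, and 2 of them overlapped a neutrophil peak. The share without overlap depended on the place of a peak in the deposited order. It was 0.101% in the first of 10 equal parts of the progenitor list and 87.9% in the last, and 0.142% and 59.9% in the neutrophil list.

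**Figure D5:**
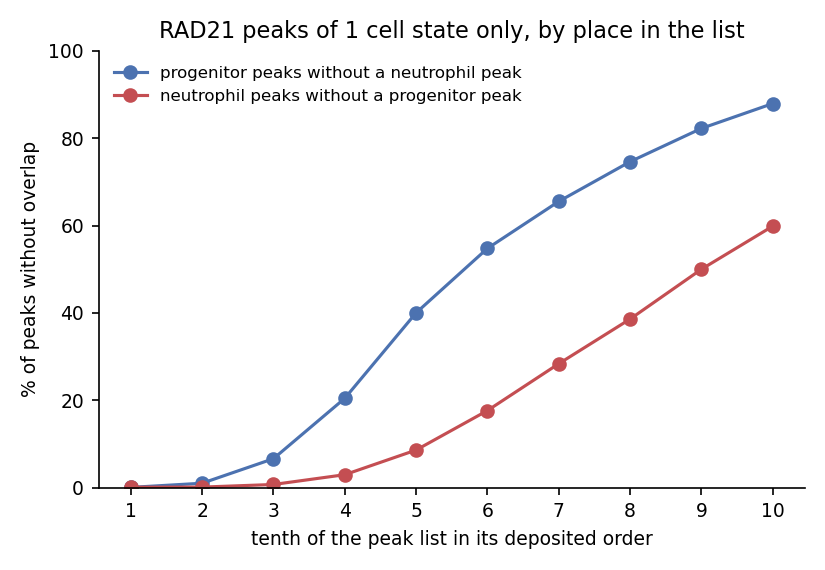
The lines show the percent of RAD21 peaks without an overlapping peak in the other cell state (vertical axis, 0 to 100) in 10 equal parts of each list in its deposited order (horizontal axis), for progenitor peaks in blue and neutrophil peaks in red. The share rises from 0.101% to 87.9% for progenitor peaks.

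The loss was compared between compartments of the progenitor map. In positive PC1 sequence 42.4% of 41084 progenitor peaks had no neutrophil peak (exact Clopper-Pearson 95% interval 41.9 to 42.9), and in negative sequence 48.2% of 8251 peaks (47.1 to 49.2). The difference of 5.79 percentage points lay outside the shifts (two-sided permutation test, p = 0.0002, the smallest they can give). Using the first 50% of each list, chosen after the data were seen, moved it most, to 14.5 (permutation p = 0.0002). With the neutrophil map it was 11.2 (permutation p = 0.0002). The share of peaks on the authors' progenitor-specific list was 7.59% in positive and 12.4% in negative sequence, a difference of 4.80 (permutation p = 0.0002). Sequence that switched to negative had 16.3 peaks per Mb in progenitors and 7.98 in neutrophils (ratio 0.489). Sequence that switched to positive had 17.0 and 14.1 (0.831). Unswitched sequence had fewer peaks in neutrophils as well. Sequence negative in both states had 4.88 and 2.73 per Mb (0.559), and sequence positive in both had 41.6 and 31.1 (0.749).

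The last comparison asked whether genes near RAD21 peaks of the authors' progenitor-specific list changed in expression otherwise than genes near other progenitor peaks. Of the progenitor peaks outside this list, 17263 had no neutrophil peak either. The comparison therefore does not set lost against kept peaks. The 1673 genes within 10 kb of a progenitor-specific peak had a median log2 ratio of 0.14, and the 8215 genes near other progenitor peaks alone had a median of 0.045. The difference of 0.091 lay within the shifts (two-sided permutation test, p = 0.141). Within 50 kb it was 0.00088 (permutation p = 0.913).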

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

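The test of the scores was chosen before its result was seen. The deposited score column of the progenitor-specific RAD21 list was not used in any comparison. It drew attention because 107 of its 4142 peaks had a score other than 1, while the full progenitor and neutrophil lists held 1 throughout. The scores were 19 in 95 peaks, 29 in 8, 39 in 3 and 48 in 1. A candidate explanation is that peak heights were left in the column for some rows. It needs higher scores to lie earlier in the deposited order. Across these peaks, which are not independent replicates, Spearman's rho between score and place was -0.55 (two-sided permutation test, p = 0.0002, the smallest that 10000 permutations can give). The peak with score 48 lay at 19.9% of the order, those with 39 at a median of 25.5%, with 29 at 33.6% and with 19 at 47.8%, and none lay past 48.7%. The places of the score groups do not overlap, which is in line with a column derived from the same quantity as the order. Why 4035 peaks between 18.3% and 99.95% of the order have score 1 stays open. No biological explanation was tested, since the design gives none for a column of scores.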

How the results depend on the processing

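Across the 28 results 105 alternatives were computed. Of these 84 kept the direction and the side of the threshold, or for counts stayed within 1.5 times, 2 were weaker, 2 stronger, 16 counts moved and 1 median changed sign. The alternatives by deposited order, by upper quartile for the gene lists, without small RNA genes and with values under 0.5 raised to 0.5 were chosen after the data were seen.

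The counts of genes changed 2-fold stayed within 1.5 times of 2902 and 3008 under all alternatives run, from 2354 to 3311 higher and from 2435 to 3466 lower. The medians of the granule, progenitor and cell cycle lists stayed outside the central 95% of random lists under all 5 alternatives. Without the filter the progenitor median was -1.61, at percentile 0.03, where the reported median lay below all random lists. The cohesin and CTCF list, inside the random lists throughout, moved from 0.23 to -0.029 under upper quartile scaling, which lowered the median of all genes as well.

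Restricting the GRO-seq and RNA-seq lists to 4-fold changes left 299 genes activated on both, 380 repressed on both, 1 activated in GRO-seq and repressed in RNA-seq, and 0 the other way, by construction fewer. Requiring at least 50% overlap raised the H3K27me3 regions without a partner to 2330 in progenitors and 2116 in neutrophils. Regions of at least 20 kb numbered 3220 and 3242, of which 641 and 528 had no partner. The order of the region numbers is thus opposite to that over all regions. Bins of 25 kb switched to positive fell from 3440 to 1450 in segments of at least 100 kb and to 652 in segments of at least 200 kb, and those switched to negative fell from 4665 to 2149 in the latter.

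The expression difference between switch directions was 0 without the filter on low values, because the median gene then lies at or near 0 FPKM in both states. The GRO-seq list difference of 2.06 was 1.79 with genes placed by start site (permutation p = 0.0580), and the cause was not tested. It was 3.78 in segments of at least 100 kb (permutation p = 0.0056) and 4.37 with genes changed at least 4-fold (permutation p = 0.0058). The RNA-seq list difference of 0.89 rose to 2.65 in segments of at least 100 kb (permutation p = 0.0002) and to 2.51 with genes changed at least 4-fold (permutation p = 0.0004), and the cause was not tested. In the first 50% of each RAD21 list, 8515 progenitor and 1471 neutrophil peaks had no partner. With equal numbers from the start of both lists 9830 progenitor and 9830 neutrophil peaks had none, against 21403 and 7316 in the full lists. Both settings use fewer progenitor peaks by construction. The results on RAD21 loss by PC1 sign, H3K27me3 by PC1 sign, PC1 domain numbers and genes near RAD21 peaks held under all of these alternatives. A later test outside them took out domains of under 200 kb and joined their neighbours. It lowered the domain numbers to 1326 in progenitors and 1731 in neutrophils, with neutrophils still higher.

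Settings by RAD21 score were not run, since the score is 1 throughout both full lists. Start sites could not be used for the expression table, which has no strand. Merging adjacent PC1 domains changed no domain. No paired analysis was possible because the files hold 1 value or 1 list per cell state, so the Hi-C replicate numbers shared by the groups cannot be followed. Leaving out a replicate was not possible for the same reason. The GRO-seq depth limits genes with few reads, and the unknown depth of the other libraries leaves their counting error unstated.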

Other observations

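All patterns here were noticed in these data. The tests of library scaling, of pseudogene reads, of RAD21 peak order, of an inactive X chromosome and of isolated PC1 bins were chosen after their results had been seen.

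Ribosomal protein transcripts fell together. The 77 such genes past the filter had a median log2 ratio of -4.18, with a median of 2628 FPKM in progenitors and 122 in neutrophils, and 75 of them fell at least 2-fold. Their share of FPKM outside small RNA genes was 36.9% in progenitors and 2.44% in neutrophils. Scaling between the libraries is argued against by the median of 0.013 over all genes. Under upper quartile scaling the ribosomal protein median was -4.45. A general loss of short abundant transcripts is argued against by 10000 lists matched on expression and locus length, whose lowest median was -1.45. Locus length stands in for transcript length here, so a bias by transcript length is only partly covered, and 72 oxidative phosphorylation genes also had a low median of -1.66. Reads shared with pseudogenes as the whole cause are argued against by the nascent RNA over the genes themselves: 57 were on the GRO-seq repressed list and 0 on the activated list. The nascent change was smaller, with a median of -1.56 (log2) against -4.25 in RNA-seq for the same genes, so the larger part of the fall is not accounted for by nascent RNA and pseudogene reads stay open for that part. Translation factor genes as a class fell too, with a median of -3.16 over 12 genes, at percentile 0.02 of matched lists. A change of the translation machinery with the cell state may underlie the pattern. This is a hypothesis, and with 1 library per state a difference in library preparation was not tested.

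Many progenitor RAD21 peaks had no neutrophil peak. Loss of weak peaks at a calling threshold may account for most of it, since 87.9% of peaks in the last of 10 parts of the deposited order were lost and 0.101% in the first. The meaning of the order is not stated. Among shared peaks the places in the progenitor and neutrophil orders had a Spearman rho of 0.83, across peaks and not replicates. Peak order alone as the cause of the difference between negative and positive PC1 is argued against: matched in 50 parts of the order, the difference was 5.31 percentage points (permutation test with 2000 shifts, p = 0.001, the smallest they can give). A difference in depth or enrichment between the ChIP libraries and a change of cohesin binding with the cell state both stay open.

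Most GRO-seq genes were on the RNA-seq list of the same direction. Selection of the GRO-seq lists on the RNA-seq change is argued against by 139 GRO-seq genes whose RNA-seq change had the opposite sign. Shared technical causes such as cell culture batch were not tested.

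Chromosome X carried wide H3K27me3 regions that covered 61.0% of it in progenitors and 31.7% in neutrophils. They reached up to 4527 kb in progenitors and 2539 kb in neutrophils, where the longest on any autosome were 1495 kb and 1062 kb. An inactive X chromosome in a female cell line is a candidate explanation. It needs Xist to be expressed, and Xist, named after its values were seen, had 89.2 FPKM in progenitors and 35.8 in neutrophils. The Y genes Ddx3y, Eif2s3y, Kdm5d, Usp9y, Zfy1 and Zfy2 were listed at 0 in both states, Uty had 0.0194 and 0, and Uba1y had 0.258 and 1.14 FPKM, for which reads shared with its X copy were not tested. A male line that lost chromosome Y would have these Y genes at 0 as well. RAD21 peaks were not denser on chromosome X, with 6.53 per Mb in progenitors against 14.5 to 29.3 on autosomes. A rise of calls on chromosome X was thus not seen for RAD21. Peak density does not measure read coverage, and the input libraries were not used, so a raised copy number or mappability stays open. Xist also fell in nascent RNA, from 6732 to 980 GRO-seq reads (ratio 0.286 by the deposited fold, 95% interval 0.267 to 0.306). Whether the smaller marked share in neutrophils follows from this was not tested.

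Neutrophils had more PC1 domains. Domains of under 100 kb numbered 624 in progenitors and 784 in neutrophils. An isolated bin also splits the domain around it, so domains of under 100 kb were taken out and the domains of the same sign beside them joined. This left 1908 domains in progenitors and 2607 in neutrophils, an excess of 699, which argues against isolated bins of a noisier PC1 as the whole cause. With domains of under 200 kb taken out in the same way the numbers were 1326 and 1731, an excess of 405. Noise over longer stretches was not tested. Whether short switches are unrelated to expression cannot be told apart from a small difference: in segments of under 100 kb the directions differed by 0.25 (log2; permutation p = 0.611), with shifts from -0.72 to 0.81 and only 37 genes in segments that switched to negative. Hi-C read depth per state was not analysed here and stays open, as does a change with the cell state.

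Some H3K27me3 regions were called in 1 state alone. The 49 genes in progenitor regions without overlap had a median log2 ratio of 1.00 and the 39 genes in such neutrophil regions 0.013. The difference was 0.98 (two-sided permutation p = 0.0318, with shifts from -1.02 to 0.89). It was 1.10 with a pseudocount of 0.1 (permutation p = 0.0390) and 1.01 on autosomes (permutation p = 0.0272). This argues against calls that flipped at a threshold without any change at genes as the whole account of both kinds of region. The progenitor median was not tested against other genes, so such calls stay open for progenitor regions taken alone. They stay open for neutrophil regions too, since their median is that of all genes past the filter, 0.013. All these genes had to pass the filter on low values, and no setting without it was run. The margin is small and the genes are few. Loss of the mark at genes that rise with differentiation is a hypothesis.

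Sequence that later switched to negative PC1 was densely marked with H3K27me3 in progenitors. On the autosomes 56.3% of it was covered, against 24.1% of sequence positive in both states, which argues against chromosome X as the source. Random placement of regions is argued against by this difference of 32.2 percentage points, outside shifts from -1.72 to 3.82 (two-sided permutation p = 0.0002, the smallest the shifts can give). Short switches at domain borders are argued against by segments of at least 200 kb, of which 63.5% was covered. In neutrophils the covered share of the switched autosomal sequence was 51.9%. Bias of PC1 by GC content or mappability was not tested. Gene density was not matched, with 7.05 genes per Mb in sequence that switched to negative and 17.7 in sequence positive in both. The mark was not tied to 1 direction. Over all chromosomes, progenitor regions covered 28.1% of sequence that switched to positive and 11.1% of sequence negative in both, a contrast that was not tested. That polycomb-marked sequence is prone to change sign is a hypothesis.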
